A study of Mus musculus with 10 samples. Its data were reported in "Inhibition of ACSS2-mediated histone crotonylation alleviates kidney fibrosis via IL-1β-dependent macrophage activation and tubular cell senescence" (2024).

How the data were processed

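Gene expression was measured by RNA sequencing in kidneys of wild-type (WT) mice and of mice with a knockout (KO) of ACSS2, the enzyme that turns free acetate and crotonate into acetyl-CoA and crotonyl-CoA. The mice had either a sham operation or unilateral ureteral obstruction (UUO), a model in which a ureter is tied off and the kidney above it becomes inflamed and fibrotic. The 10 libraries formed 4 groups, WT sham (n = 3), KO sham (n = 3), WT UUO (n = 2) and KO UUO (n = 2). The paper's methods describe kidney samples taken at random from groups of mice. By Xist and Y-linked counts the 2 UUO libraries of each genotype were of different sex and so came from different animals. Each sham library held both Xist and Y-linked counts, and how many animals it came from is not given in the sources used here. P-values here rest on the spread between these libraries, shared over all groups. For the UUO groups they therefore do not measure the spread between UUO libraries alone. The numbers of the UUO libraries in the sample names differ from those of the deposited tables, so UUO libraries were numbered by their order in the tables and the number only names a library.

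Per the labels, total RNA was taken from kidney with Trizol and made into strand-specific mRNA libraries. The submitters' processing notes name Trimmomatic for trimming, HISAT2 for alignment and the mouse genome build mm10, without versions. The program that counted reads, its strand setting and the annotation release are not given in the sources used here. The deposited values are raw counts per gene without normalization, whole numbers for 43135 loci per library, of which 41658 had a gene name and 1477 had none. The unnamed loci held 0.679% to 0.763% of the counts and were left out of the tests. Of 41583 named genes that were also in the GENCODE mouse annotation of the same build, 99.3% had the same chromosome, start and end. How reads shared by several genes were counted is not stated, which leaves the counts of near-identical genes (Hspa1a and Hspa1b, and the Gbp, Ces1, Serpina3 and immunoglobulin families) and of overlapping genes (Acss2 with Gss on the other strand, mt-Nd4l with mt-Nd4) uncertain in a way that replicates do not show.

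Library totals ran from 14677643 to 16956302 counts. Every pair of replicates differed by more than sampling noise (chi-square per degree of freedom 3.05 to 38.4 over genes), so each library was counted as 1 sample. Levels per library (CPM) are counts divided by library sizes that were scaled by TMM factors. A group without counts was set against a floor of 3 counts over the group, and genes with 1 to 3 counts in a group are given as CPM without a fold. Intervals and floors of this kind cover counting error only.

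Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes passing filterByExpr by group (16696) entered a single quasi-likelihood fit (glmQLFit and glmQLFTest) of all 10 libraries with TMM normalization and 1 coefficient per group, so that the groups of 2 shared their estimate of spread with the groups of 3. Fold changes used a prior count of 0.125, log2 CPM a prior count of 2. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called higher or lower at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Errors of fold changes are standard errors derived from the F statistic of the test. The comparisons were WT UUO against WT sham, KO UUO against WT UUO, KO sham against WT sham, KO UUO against KO sham, and the interaction, which is the response to UUO in KO minus that in WT. Each of the 4 pairwise tests was tested on simulated data with 50 changed genes of each size. At an adjusted p under 0.05 without a fold minimum it recovered 66% to 78% of them at a true log2 fold change of 1. At 2 it recovered 94% to 98%. Of the genes that passed, 4.46% to 7.64% were unchanged genes. These shares were not computed with the fold minimum of a call. The simulation gave each gene the same spread in all groups, while the real UUO replicates varied more than the sham replicates. These shares therefore do not carry over to KO UUO against WT UUO.

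A total of 28 gene lists were written before the data were examined, together with the comparisons, the tests and most alternatives. They cover extracellular matrix and myofibroblasts, the IL-1 pathway and NF-kB response, macrophages, M1 and M2 type macrophage genes, senescence, enzymes and readers of crotonylation and acetylation, fatty acid and sterol synthesis, fatty acid oxidation, proximal tubule, loop of Henle and distal tubule, collecting duct, tubular injury, lymphocytes (T, B and NK cells), neutrophils, endothelial and mural cells, podocytes, cell cycle, interferon response, mitochondrially encoded genes, immediate early and heat shock genes, circadian clock, red blood cells, urothelium, adrenal, muscle and fat, sex-linked genes, neighbours of Acss2 on chromosome 2, and cytokines with their receptors. Lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, adjusted over the 28 lists of a comparison. A list member counts as higher or lower at an adjusted p under 0.05 over all genes tested, with no minimum fold, and counts "adjusted over the list alone" are given beside it. Camera with an estimated correlation and fry stood beside this test. Several lists share members, such as Il1b and Ccl2 in the IL-1 pathway, M1 type, senescence and cytokine lists, so their tests are not independent.

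Named genes were chosen by a rule written at the same time. They are the 10 largest rises and falls among called genes with at least 5 CPM in the higher group and no overlap between the libraries of both groups, genes that the study names, and up to 2 rising and 2 falling members of each list with the smallest p-values. Predicted genes and pseudogenes were left out of the naming. For the interaction, 5 genes in each direction were taken. Where the call of a single named gene is said to be lost, its adjusted p was no longer under 0.05, whatever its fold. Not every gene that the rule allows is printed, and the values of some single genes are not reported here. Il6 and Cdkn2a were below the count filter with 42 and 26 counts in all libraries together.

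Alternatives were RLE and upper quartile scaling, library sizes without scaling factors, no low count filter and a stricter one, DESeq2 1.42.0, a fit of the compared groups alone, a test against a log2 fold change of 1 (glmTreat), no fold minimum, and each library left out in turn. Leaving out a UUO library leaves its group with 1 sample, which is then assumed to vary like the other groups. Alternatives chosen after the data were seen were the sex of the UUO libraries, the female share of the sham libraries as a covariate, and inclusion of the unnamed loci. Lists of papilla genes, osmotic response genes and sex-biased kidney genes were also written after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.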

Results

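RNA sequencing counts were available for 10 mouse kidney libraries, from WT and ACSS2 KO mice after a sham operation (3 libraries each) or UUO (2 libraries each). Each library held between 14677643 and 16956302 counts. TMM scaling factors differed between groups, from 0.869 to 0.885 in WT sham, 0.951 to 0.963 in KO sham, 1.12 and 1.23 in WT UUO and 1.05 and 1.16 in KO UUO. In a principal component analysis of the 500 most variable genes, the first component held 88% of the variance and separated UUO from sham kidneys. The KO UUO libraries lay at 36.5 and 41.0 on this component, between the WT UUO libraries at 57.3 and 68.8 and the sham libraries at -35.9 to -30.5. The second component, with 4.8% of the variance, separated KO sham (10.6 to 11.8) from WT sham (-11.4 to -10.2). Mitochondrially encoded transcripts made up 11.5% to 12.5% of the counts in sham libraries, 4.70% and 5.83% in WT UUO and 8.05% and 8.01% in KO UUO. Sex also differed between libraries. From Xist and Y-linked counts, each UUO group held 1 female and 1 male library, while every sham library held both Xist and Y-linked counts, with a female share read from Xist of 9.60% to 35.2% in WT sham and 25.7% to 57.7% in KO sham. This share is the Xist level, without TMM factors, as a percent of the mean of the 2 female UUO libraries. Those libraries themselves read 113% and 86.6%. With a male share read likewise from Y-linked counts, the shares of a sham library summed to 80.9% to 109.7%, so they are approximate.

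Acss2 (ENSMUSG00000027605, mm10 chromosome 2, 155517948 to 155585724, plus strand) was measured first, since it is the targeted gene. It was at 308, 283 and 338 CPM in the WT sham libraries and at 32.4, 32.2 and 33.0 CPM in the KO sham libraries, a log2 fold change of -3.25 ± 0.48 (SE, n = 3 and 3, adjusted p = 0.00281 by edgeR's quasi-likelihood test). The residual KO sham signal rested on 468 to 502 counts per library. In WT kidneys Acss2 was lower after UUO, at 65.9 and 138 CPM (log2 fold change -1.60 ± 0.51, adjusted p = 0.0179). The difference no longer passed with library sizes alone as scaling (-1.20, adjusted p = 0.0537) or without WT UUO replicate 1 (-1.16, adjusted p = 0.127), and it was -2.23 without replicate 2. The libraries labelled KO UUO differed from each other, with 21.9 CPM in replicate 1 and 112 CPM in replicate 2, a level inside the WT UUO range. The difference in Acss2 between KO UUO and WT UUO did not pass the test (-0.60 ± 0.54, adjusted p = 0.480), while without KO UUO replicate 2 it was lower in KO UUO (-2.22, adjusted p = 0.00462). Without WT UUO replicate 2 or without KO UUO replicate 1 the difference was 0.03 or 0.13. Gss (ENSMUSG00000027610, chromosome 2, 155563181 to 155592810, minus strand), a glutathione synthesis gene that overlaps Acss2, was at 232 and 218 CPM in the same KO UUO libraries. All values for KO UUO below are for the library labels as given.

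**Figure D1:**
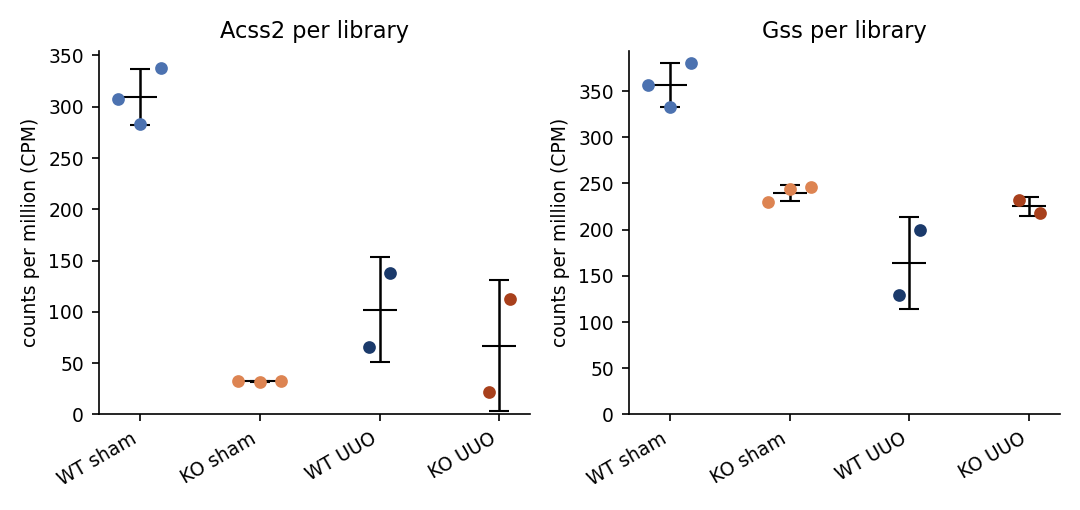
Library-size scaled counts (CPM, linear axis from 0) of Acss2 and of its overlapping neighbour Gss in each library of the 4 groups. Points are libraries, horizontal bars group means and error bars SD, and Acss2 lies at 32.2 to 33.0 CPM in the KO sham libraries and at 21.9 and 112 CPM in the libraries labelled KO UUO.

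The comparison of WT UUO with WT sham asks which genes obstruction changes in the kidney. Obstruction raised the macrophage, IL-1 pathway, cytokine and tubular injury lists (adjusted p = 0.0387 each with an estimated correlation). It also raised matrix genes and lowered fatty acid oxidation genes, with adjusted p = 0.112 and adjusted p = 0.168 with an estimated correlation. The neutrophil attractant Cxcl2 had no counts in WT sham and reached 38.1 and 29.2 CPM in WT UUO, at least 462-fold higher against a floor of 3 counts over the group. The monocyte attractant Ccl2 rose by a log2 fold change of 6.79 ± 0.22 (adjusted p = 3.07e-09), and Lcn2, a secreted marker of tubular damage, by 7.44 ± 0.17 (adjusted p = 1.03e-09). Parvalbumin (Pvalb), a distal tubule calcium buffer, went from 17.8 to 19.3 CPM in WT sham to 0.112 and 0.0588 CPM. Of 16696 genes tested, 3426 were higher and 1973 lower in WT UUO (n = 2) than in WT sham (n = 3). With library sizes alone as scaling the split was 4884 and 1128, because that scaling shifted the median of all genes by 0.421 on the log2 scale.

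Inflammatory groups rose together, though several of these lists share members. IL-1 pathway and NF-kB response genes were higher in 32 of 37 measured members and lower in 1, both by all genes tested and adjusted over the list alone (camera adjusted p = 3.23e-10). The cytokine Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) rose from 0.449 to 0.833 CPM in WT sham to 16.3 and 12.0 CPM (log2 fold change 4.47 ± 0.35, adjusted p = 1.27e-06). Its receptor Il1r1 (ENSMUSG00000026072, chromosome 1, 40225080 to 40317257) rose by 1.98 ± 0.16, while the receptor's partner Il1rap was at 0.21 ± 0.15 (adjusted p = 0.230) and passed with library sizes alone as scaling (0.63, adjusted p = 0.00442). Cytokines and cytokine receptors were higher in 129 of 158 members and lower in 9, or 130 and 9 adjusted over the list alone (camera adjusted p = 2.43e-14). Cytokine and IL-1 response genes were themes that the study drew from these libraries, so their direction is not independent evidence. Macrophage and monocyte markers were higher in 23 of 24 members (camera adjusted p = 3.47e-11), among them Cd68 (adjusted p = 1.20e-08) and the complement gene C1qc (4.93 ± 0.12). The efferocytosis receptor Mertk was lower (-1.02 ± 0.11). All 15 M1 type genes rose, such as Nos2 (3.22 ± 0.24) and Cxcl10 (4.71 ± 0.15) (camera adjusted p = 4.09e-07). These 4 calls and that of tubular injury genes also passed with an estimated correlation (adjusted p = 0.0387 each). Of 12 M2 type genes 10 rose, for example Mrc1 (3.86 ± 0.15), with camera adjusted p = 0.000759 and adjusted p = 0.0875 with an estimated correlation. Tnf had 3 counts in WT sham and reached 9.55 and 4.58 CPM.

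Matrix and injury genes moved in the same direction. All 39 measured extracellular matrix and myofibroblast genes rose (camera adjusted p = 1.59e-14, adjusted p = 0.112 with an estimated correlation), among them fibronectin Fn1 (3.10 ± 0.14), collagens Col1a1 (4.31 ± 0.20) and Col6a1 (2.76 ± 0.18), smooth muscle actin Acta2 (1.44 ± 0.17) and the protease inhibitor Timp1 (8.19 ± 0.26). All 23 tubular injury genes rose (camera adjusted p = 4.59e-10), including Vcam1 (6.30 ± 0.17). Senescence genes were higher in 20 of 27 members and lower in 4, with Cdkn1a at 2.64 ± 0.19 and Trp53 at 1.27 ± 0.10 (camera adjusted p = 0.000759, adjusted p = 0.0533 with an estimated correlation). Lymphocyte markers were higher in 23 of 24 members, such as the leukocyte gene Ptprc (3.71 ± 0.13) and the NK cell gene Nkg7 (5.62 ± 0.27) (camera adjusted p = 8.36e-09, adjusted p = 0.118 with an estimated correlation). Interferon response genes rose in all 28 members, for example Psmb8 (3.66 ± 0.14), and cell cycle genes in 29 of 30, for example Mcm5 (2.36 ± 0.17). Their camera adjusted p-values were 6.13e-08 and 1.40e-07, and adjusted p = 0.221 and adjusted p = 0.217 with an estimated correlation.

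Tubular and metabolic genes fell. All 24 fatty acid oxidation genes were lower, among them the thiolase Acaa2 (-2.49 ± 0.15) and the medium-chain dehydrogenase Acadm (-2.58 ± 0.18) (camera adjusted p = 4.41e-11, adjusted p = 0.168 with an estimated correlation). Proximal tubule markers were lower in 23 of 30 members, 24 adjusted over the list alone, such as the creatine synthesis gene Gatm (-3.28 ± 0.19) and the amino acid transporter Slc7a8 (-2.07 ± 0.10) (camera adjusted p = 3.81e-10, adjusted p = 0.217 with an estimated correlation). Loop of Henle and distal tubule markers were lower in 15 of 18 members, among them Calb1 (-3.33 ± 0.14), and 1 was higher, the calcium channel Trpv5 (1.01 ± 0.15) (camera adjusted p = 8.63e-07, adjusted p = 0.0533 with an estimated correlation). Collecting duct markers were lower in 11 of 18 and higher in 1, with the water channel Aqp3 at -1.67 ± 0.09 (camera adjusted p = 0.000420, adjusted p = 0.118 with an estimated correlation). All 13 mitochondrially encoded genes fell, for example mt-Co3 (-3.21 ± 0.22) (camera adjusted p = 2.14e-07, adjusted p = 0.151 with an estimated correlation). Fatty acid and sterol synthesis genes were lower in 20 of 30 members, with Fads2 at -1.62 ± 0.14 and Stard4 at -1.24 ± 0.11 (camera adjusted p = 3.92e-05, adjusted p = 0.168 with an estimated correlation). Enzymes and readers of crotonylation and acetylation went both ways, with 10 of 36 higher and 12 lower (camera adjusted p = 0.274, with a median of 0.03 and a mean of -0.34). The mitochondrial acetyl-CoA synthetase Acss1 (-2.74 ± 0.12) and the deacylase Sirt3 (-1.68 ± 0.13) fell, and the deacylase Sirt6 (1.02 ± 0.16) rose.

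Markers of other cell types were measured beside these groups. Neutrophil markers rose in 6 of 6 measured members, from a list of 14 genes (camera adjusted p = 0.00680, adjusted p = 0.157 with an estimated correlation). Endothelial and mural cell markers rose in 15 of 20 with 2 lower (camera adjusted p = 0.00680, adjusted p = 0.210 with an estimated correlation) and urothelial genes in 12 of 12, with the basal keratin Krt5 at 4.05 ± 0.30 (camera adjusted p = 0.00154, adjusted p = 0.210 with an estimated correlation). Immediate early and heat shock genes were higher in 17 of 22 members and lower in 1 (camera adjusted p = 9.29e-05, adjusted p = 0.118 with an estimated correlation). Clock genes were higher in 5 of 20 and lower in 14, with Dbp at -1.42 ± 0.10 (camera adjusted p = 0.0118, adjusted p = 0.166 with an estimated correlation). Red blood cell genes were lower in 3 of 8 (camera adjusted p = 0.0240, adjusted p = 0.221 with an estimated correlation), a call that was lost without WT UUO replicate 2 (adjusted p = 0.0621). Podocyte markers, with 4 of 12 higher and 2 lower, did not pass as a list (camera adjusted p = 0.811, 4 and 1 adjusted over the list alone). Adrenal, muscle and fat genes did not pass either, with 2 of 5 higher and 1 lower (camera adjusted p = 0.882, median -0.03, mean 0.23). The same was found for sex-linked genes (5 measured, camera adjusted p = 0.312) and for the neighbours of Acss2, with 6 of 17 higher and 5 lower, or 7 and 5 adjusted over the list alone (camera adjusted p = 0.951).

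**Figure D2:**
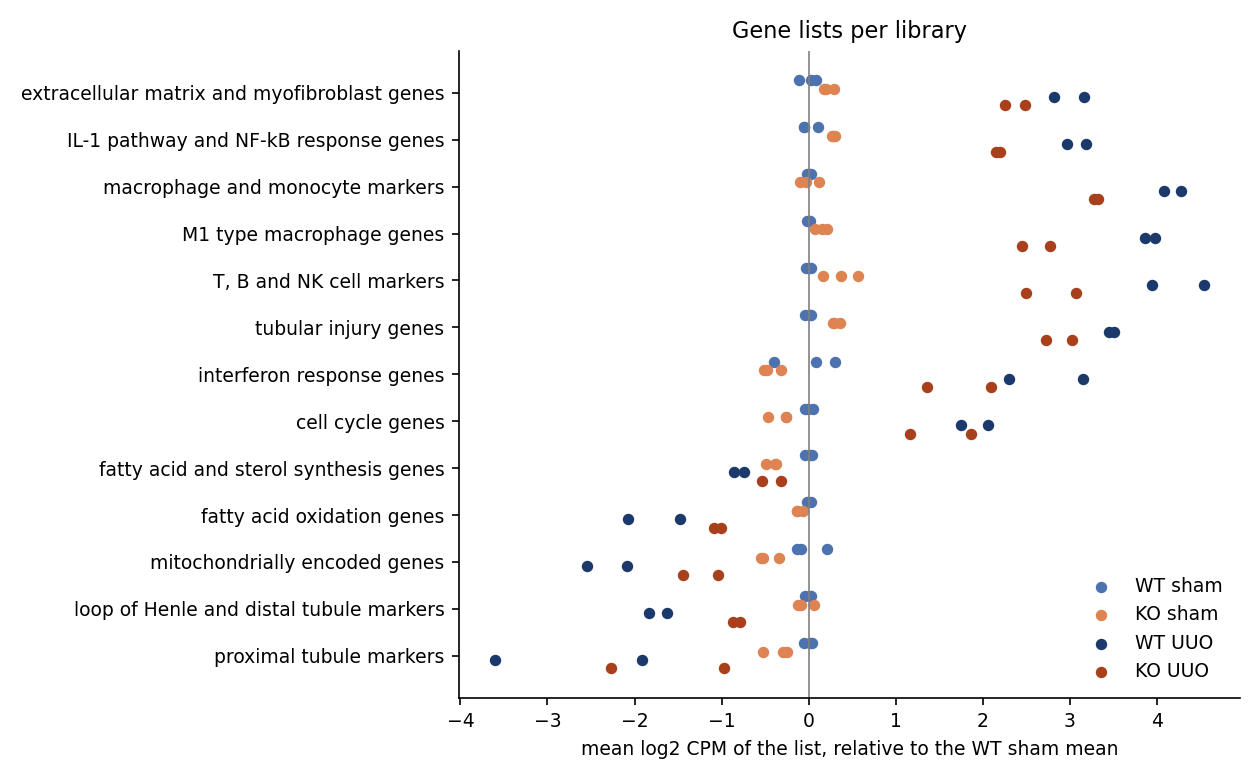
Mean log2 CPM of the measured genes of 13 lists in each library, relative to the mean of the WT sham libraries (grey line at 0), with points for libraries coloured by group. In KO UUO the inflammatory, matrix and injury lists lie between WT UUO and the sham libraries, and so do the oxidation, mitochondrial and loop of Henle lists, while for proximal tubule markers KO UUO replicate 2 (-2.27) lies below WT UUO replicate 2 (-1.91).

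The comparison of KO UUO with WT UUO asks which genes differ between obstructed kidneys labelled ACSS2 KO and WT. Acss2 itself was at 21.9 and 112 CPM in the KO libraries. Cytokine, IL-1 pathway and macrophage lists were lower in KO UUO and the loop of Henle and distal tubule list was higher, by camera with a preset and with an estimated correlation (adjusted p = 0.0456, 0.0274, 0.0456 and 0.0456 with an estimated correlation). These list tests used all 10 libraries and so shared their spread with the less variable sham groups. No list was tested in the UUO libraries alone. Il1b was at 3.27 and 6.04 CPM in KO UUO against 16.3 and 12.0 CPM in WT UUO (log2 fold change -1.60 ± 0.31, n = 2 and 2, adjusted p = 0.00655). The interferon-induced chemokine Cxcl10 (-1.96 ± 0.14, adjusted p = 0.000277) and the neutrophil attractant Cxcl2 (-2.22 ± 0.19, adjusted p = 0.000494) were also lower, as was the cytotoxic granule protease Gzmb (-2.35 ± 0.31, adjusted p = 0.00149). Neutrophil markers, with 2 of 6 measured members lower, did not pass as a list (camera adjusted p = 0.0618). The lipid transporter Mfsd2a (2.66 ± 0.32, adjusted p = 0.000993) and the epithelial envelope gene Scel (2.36 ± 0.28, adjusted p = 0.000956) were higher. In total 392 genes were higher and 442 lower, or 318 and 586 with library sizes alone as scaling. Fitted to these 4 libraries alone, edgeR called 0 genes (3349 at an unadjusted p under 0.05, smallest adjusted p = 0.0913) and DESeq2 called 264 higher and 312 lower. UUO replicates varied more than the sham replicates that shared their estimate of spread (chi-square per degree of freedom 35.8 and 38.4 against 3.05 to 15.1). Of the 834 genes called in the fit of all libraries, 100% had the same sign there. The same 4 libraries set the fold change in both fits, so this sign agreement was fixed beforehand. The total was 372 without WT UUO replicate 1 and 1402 without WT UUO replicate 2, and 1 gene passed a test against a log2 fold change of 1.

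IL-1 pathway and NF-kB response genes were lower in 22 of 37 members, or 24 adjusted over the list alone (camera adjusted p = 4.48e-12, adjusted p = 0.0274 with an estimated correlation). Members with small errors were Nfkbia, an inhibitor that NF-kB itself induces (-1.21 ± 0.10), the adhesion molecule Icam1 (-1.05 ± 0.09) and Vcam1 (-1.59 ± 0.16). Il1r1 was lower by a smaller amount (-0.61 ± 0.17, adjusted p = 0.0289), and this call was lost without WT UUO replicate 1 (-0.39, adjusted p = 0.226) or KO UUO replicate 1 (-0.47, adjusted p = 0.134). Il1rap was at -0.26 (adjusted p = 0.301). Cytokines and their receptors were lower in 66 of 158 members and higher in 3, or 87 and 4 adjusted over the list alone (camera adjusted p = 2.27e-12, adjusted p = 0.0456 with an estimated correlation), and the growth hormone receptor Ghr was among the higher ones (1.02 ± 0.18). As in the WT comparison, these themes came from the study of the same libraries. Macrophage and monocyte markers were lower in 20 of 24 members, 21 adjusted over the list alone (camera adjusted p = 1.45e-10, adjusted p = 0.0456 with an estimated correlation), including Cd68 (-0.87 ± 0.15), Ctss (-1.20 ± 0.12) and Mpeg1 (-0.96 ± 0.09). M1 type genes were lower in 11 of 15, 13 adjusted over the list alone (camera adjusted p = 5.49e-08, adjusted p = 0.0273 with an estimated correlation), with Nos2 at -1.43 ± 0.23, Cd86 at -1.20 ± 0.19 and Ccl2 at -1.25 ± 0.16. M2 type genes were lower in 4 of 12, 5 adjusted over the list alone, with Mrc1 at -0.80 ± 0.14 (camera adjusted p = 0.0135, adjusted p = 0.156 with an estimated correlation). Tnf was at -1.56 ± 0.39 (adjusted p = 0.0203), and its call was lost without WT UUO replicate 1 (-0.94, adjusted p = 0.219) or KO UUO replicate 1 (-1.28, adjusted p = 0.0968).

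**Figure D3:**
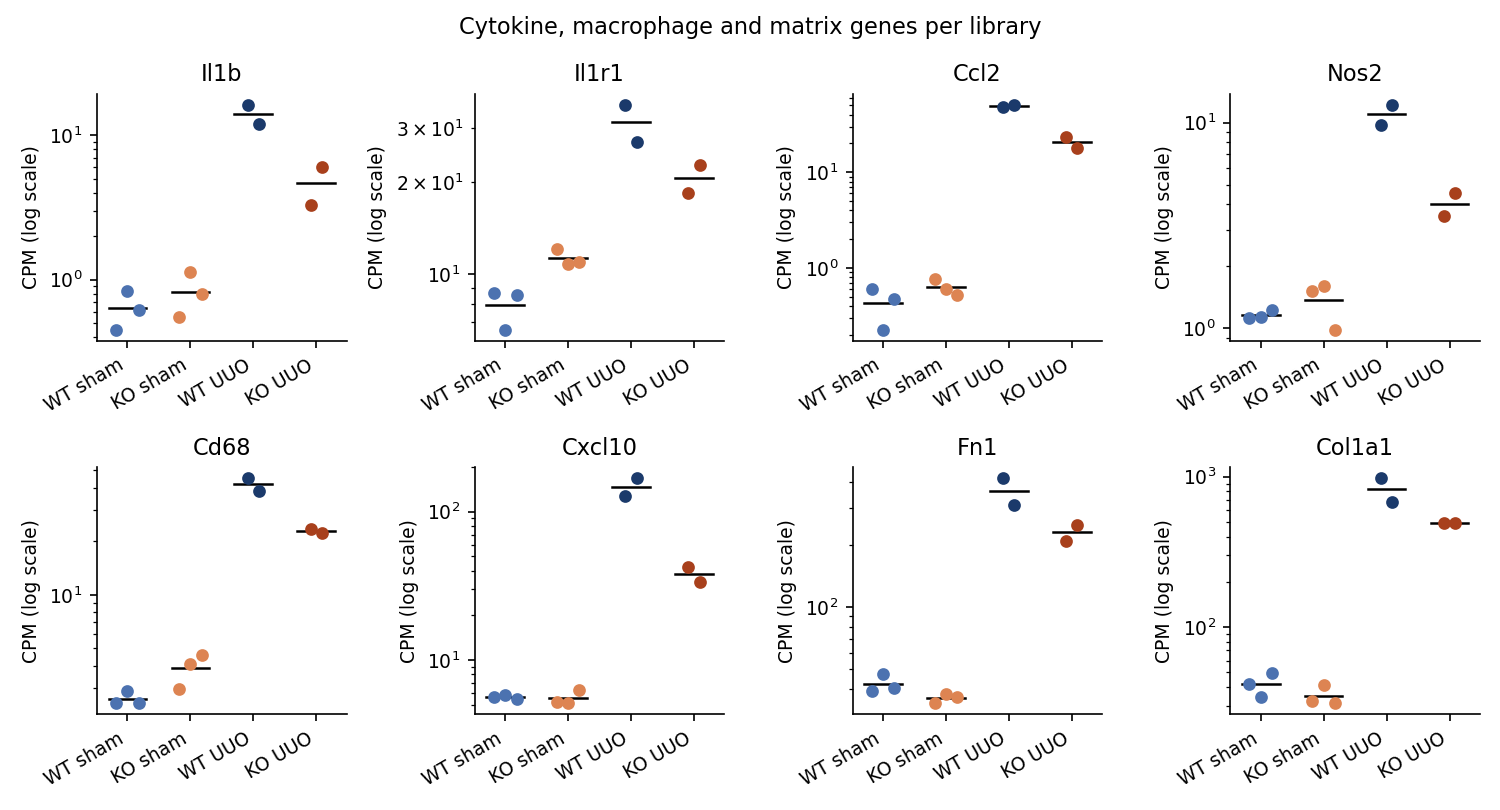
CPM on a log axis for Il1b, Il1r1, Ccl2, Nos2, Cd68, Cxcl10, Fn1 and Col1a1 in each library of the 4 groups, with points for libraries and horizontal lines for group means. Il1b lies at 3.27 and 6.04 CPM in KO UUO and at 16.3 and 12.0 CPM in WT UUO.

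Extracellular matrix and myofibroblast genes were lower in KO UUO in 24 of 39 members, or 31 adjusted over the list alone (camera adjusted p = 2.83e-10, adjusted p = 0.156 with an estimated correlation). Timp1 (-1.16 ± 0.17, adjusted p = 0.00201) and the growth factor Tgfb1 (55.5 and 54.4 CPM against 126 and 94.4, adjusted p = 0.00187) were lower. Fn1 was at -0.66 ± 0.15 (adjusted p = 0.0131), and its call was lost without WT UUO replicate 1 (-0.43, adjusted p = 0.0858) or KO UUO replicate 1 (-0.54, adjusted p = 0.0653). Col1a1 was at -0.75 ± 0.20 (adjusted p = 0.0279), and the call was lost without WT UUO replicate 1 (-0.47, adjusted p = 0.186), KO UUO replicate 1 (-0.75, adjusted p = 0.0807) or KO UUO replicate 2 (-0.75, adjusted p = 0.0685). Acta2 was at -0.26 ± 0.19 and did not pass (adjusted p = 0.362). Tubular injury genes were lower in 11 of 23 members, 12 adjusted over the list alone, and higher in 1 (camera adjusted p = 0.000186, adjusted p = 0.123 with an estimated correlation). Senescence genes were lower in 11 of 27 and higher in 3, or 13 and 4 adjusted over the list alone (camera adjusted p = 0.0106, adjusted p = 0.123 with an estimated correlation). Cdkn1a was at -0.89 ± 0.19, with the call lost without WT UUO replicate 1 (-0.69, adjusted p = 0.0861), and Igfbp5 was higher (1.22 ± 0.22). Lymphocyte markers were lower in 21 of 24 members, 22 adjusted over the list alone, such as Cd8a (-1.91 ± 0.20) and Ptprc (-1.27 ± 0.13) (camera adjusted p = 1.97e-09, adjusted p = 0.123 with an estimated correlation). Interferon response genes were lower in 11 of 28, 14 adjusted over the list alone, with Gbp2 at -1.93 ± 0.18 (camera adjusted p = 5.49e-08, adjusted p = 0.255 with an estimated correlation).

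Several tubular and metabolic lists were higher in KO UUO than in WT UUO by camera. Fatty acid oxidation genes were higher in 15 of 24 members, 19 adjusted over the list alone (camera adjusted p = 1.47e-11, adjusted p = 0.18 with an estimated correlation), among them Acaa2 (1.01 ± 0.15) and Acadm (1.16 ± 0.18). Proximal tubule markers were higher in 15 of 30, 20 adjusted over the list alone (camera adjusted p = 2.60e-10, adjusted p = 0.240 with an estimated correlation), such as the organic anion transporter Slc22a8 (1.51 ± 0.21) and the gluconeogenic enzyme Pck1 (1.51 ± 0.23). The groups overlapped in the mean of this list relative to WT sham, which was -0.98 in the male and -2.27 in the female KO UUO library, against -1.91 in the male and -3.61 in the female WT UUO library. Within each sex KO lay above WT. Loop of Henle and distal tubule markers were higher in 10 of 18, 14 adjusted over the list alone (camera adjusted p = 1.10e-08, adjusted p = 0.0456 with an estimated correlation), with the prostaglandin receptor Ptger3 at 1.73 ± 0.20 and Calb1 at 1.08 ± 0.14. Collecting duct markers were higher in 9 of 18, 10 adjusted over the list alone, with Aqp3 at 0.84 ± 0.10 (camera adjusted p = 1.77e-05, adjusted p = 0.0940 with an estimated correlation). Mitochondrially encoded genes were higher in 9 of 13, 11 adjusted over the list alone, with mt-Co3 at 1.51 ± 0.22 (camera adjusted p = 1.62e-08, adjusted p = 0.136 with an estimated correlation). Fatty acid and sterol synthesis genes were higher in 7 of 30, 10 adjusted over the list alone, with Acacb at 1.26 ± 0.16 (camera adjusted p = 6.77e-05, adjusted p = 0.195 with an estimated correlation). Podocyte markers were lower in 8 of 12, 9 adjusted over the list alone, with Synpo at -0.80 ± 0.15 and Ptpro at -0.84 ± 0.15 (camera adjusted p = 2.41e-05, adjusted p = 0.18 with an estimated correlation). Immediate early and heat shock genes were lower in 10 of 22, 15 adjusted over the list alone, with Egr2 at -1.49 ± 0.21 (camera adjusted p = 5.22e-05, adjusted p = 0.123 with an estimated correlation). Enzymes and readers of crotonylation and acetylation were higher in 5 of 36, and the list did not pass (camera adjusted p = 0.894, median -0.08, mean 0.07). The calls of 2 lists rested on single libraries. Cell cycle genes (2 of 30 lower, 0 by edgeR adjusted over the list alone, camera adjusted p = 0.00234, adjusted p = 0.517 with an estimated correlation) were lost without WT UUO replicate 1 or KO UUO replicate 1, and red blood cell genes (2 of 8 higher, camera adjusted p = 0.0168, adjusted p = 0.240 with an estimated correlation) without either replicate 2. The highest adjusted p-values over these alternatives were 0.682 and 0.355.

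Beside these groups, genes of the inner medulla and papilla, a list written after the data were seen, were higher in KO UUO than in WT UUO in 10 of 18 members, and libraries labelled KO UUO held more mitochondrial counts than WT UUO libraries. Of the 442 genes lower in KO UUO than in WT UUO, 433 were among the genes that UUO raised in WT kidneys, where independent lists would share 90.7. Of the 392 higher genes, 324 were among those that UUO lowered in WT, where independent lists would share 46.3. Both comparisons use the WT UUO libraries, which makes such overlap more likely. Among the genes UUO raised in WT, 93.0% were at a lower level in KO UUO than in WT UUO, against 53.5% in 20 simulations without a difference between the UUO groups. Among those it lowered 97.3% were at a higher level, against 56.6%. When the genes were picked in KO kidneys instead, the shares were 90.7% and 75.6%, against 45.7% and 42.7%. The simulations drew each gene independently and kept the measured difference between the sham groups. They do not cover shifts that many genes of a library share, so they cannot tell how far such shares would move without an effect of genotype.

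The comparison of KO sham with WT sham asks what loss of ACSS2 changes in kidneys without obstruction. Nearly all called genes were higher in KO sham, with 327 higher and 17 lower (n = 3 and 3). The rises with the largest folds were in genes with low levels in WT sham. Among them were the matrix glycoprotein Tnn (17.4 to 43.8 CPM against 0.205 to 0.530, log2 fold change 6.37 ± 0.62, adjusted p = 0.000240), the retinoic acid synthesis enzyme Aldh1a3 (5.25 ± 0.35, adjusted p = 3.73e-05) and the epithelial surface protein Psca (4.86 ± 0.20, adjusted p = 1.96e-06). Genes that fell included Mfsd2a (-1.62 ± 0.23, adjusted p = 0.00252) and Cyp27b1, which makes the active form of vitamin D (-1.40 ± 0.14, adjusted p = 0.000304). The total fell from 344 to 218 without WT sham replicate 3, 219 without WT sham replicate 1 and 223 without KO sham replicate 1, and 82 genes passed a test against a log2 fold change of 1. The library scaling mattered little to the split (441 and 10 with library sizes alone), although that scaling shifted the median gene by 0.124 on the log2 scale.

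Fatty acid and sterol synthesis genes, which the transcription factors SREBP control, were lower in KO sham in 13 of 30 members, or 17 adjusted over the list alone (camera adjusted p = 4.62e-09, adjusted p = 0.323 with an estimated correlation). The cholesterol synthesis enzyme Dhcr7 was at -0.62 ± 0.10 (adjusted p = 0.00554) and the sterol sensor Insig1 at -1.03 ± 0.17 (adjusted p = 0.00589). The call of Insig1 was lost with the female share as a covariate (-0.92, adjusted p = 0.0515). Urothelial genes were higher in 4 of 12, 7 adjusted over the list alone (camera adjusted p = 3.40e-06, adjusted p = 0.323 with an estimated correlation), with Upk3b at 3.92 ± 0.23 beside Psca. Endothelial and mural cell markers were higher in 10 of 20, 11 adjusted over the list alone (camera adjusted p = 2.82e-05, adjusted p = 0.323 with an estimated correlation), with Vwf at 1.91 ± 0.19 and Emcn at 0.88 ± 0.11. Immediate early and heat shock genes were higher in 5 of 22, 9 adjusted over the list alone (camera adjusted p = 0.000371, adjusted p = 0.336 with an estimated correlation), with the near-identical chaperone genes Hspa1b at 2.74 ± 0.22 and Hspa1a at 1.70 ± 0.18. Collecting duct markers were higher in 5 of 18 and lower in 1 and did not pass as a list (camera adjusted p = 0.229). The water channel Aqp2 (1.58 ± 0.19) and the sodium pump regulator Fxyd4 (1.61 ± 0.13) were among the higher ones.

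Genes of the inner medulla and papilla, a list written after these calls were seen, moved with these groups and were higher in KO sham in 17 of 18 members, with a median log2 fold change of 2.62. Few members of the inflammatory lists passed in KO sham. Macrophage and monocyte markers passed in 0 of 24 members by edgeR, also when adjusted over the list alone (camera adjusted p = 0.840). In that comparison 3817 of the genes tested had an unadjusted p under 0.05. Matrix genes were higher in 4 of 39 and lower in 1, or 5 and 1 adjusted over the list alone, with Tnc (2.37 ± 0.26) and Thbs1 (1.12 ± 0.13) among the higher ones (camera adjusted p = 0.215). Il1b was at 0.38 ± 0.45 (adjusted p = 0.646), Il1r1 at 0.51 ± 0.16 (adjusted p = 0.0826, and 0.0164 without a low count filter), Fn1 at -0.22 (adjusted p = 0.326) and Col1a1 at -0.26 (adjusted p = 0.391). IL-1 pathway genes passed as a list with 4 of 37 higher, or 5 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.0396, adjusted p = 0.623 with an estimated correlation), and the call was lost without WT sham replicate 3, KO sham replicate 1 or KO sham replicate 2, or with the female share as a covariate (adjusted p up to 0.232). Lcn2 (1.87 ± 0.19) and the keratin Krt18 (1.51 ± 0.11) were higher within the tubular injury list (4 of 23 higher, 5 adjusted over the list alone, camera adjusted p = 0.0228, adjusted p = 0.623 with an estimated correlation), a call lost without KO sham replicate 2 or with the female share as a covariate (adjusted p = 0.23 at most over the alternatives). Cell cycle, interferon response, proximal tubule, mitochondrially encoded and fatty acid oxidation genes passed camera in the lower direction with camera adjusted p-values from 0.000371 to 0.0228. At most 1 member of each was lower on its own over all genes tested (3 for fatty acid oxidation adjusted over the list alone), and these calls were lost with an estimated correlation (adjusted p = 0.721 to adjusted p = 0.759). Among the neighbours of Acss2, Gss was at -0.57 ± 0.14 (adjusted p = 0.0355), a call lost when any 1 of the 6 sham libraries was left out (smallest adjusted p = 0.0664) at a log2 fold change of -0.65 to -0.54.

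**Figure D4:**
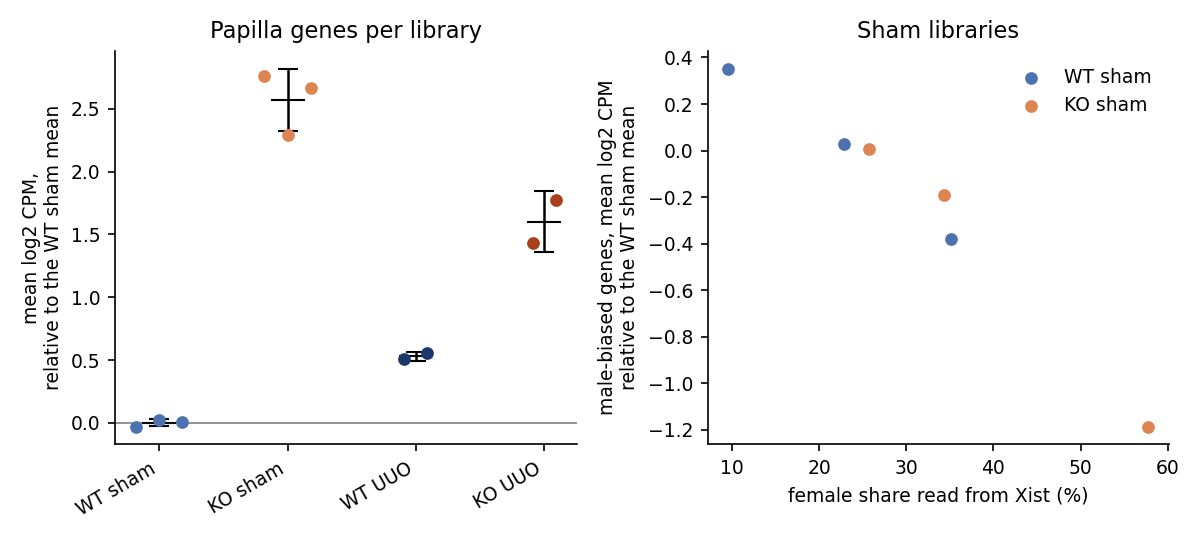
Mean log2 CPM of 18 inner medulla and papilla genes relative to WT sham in each library by group (points, with mean and SD), and the same score for 9 male-biased kidney genes against the female share in percent in the 6 sham libraries. The papilla score is 2.29 to 2.76 in KO sham and 1.43 and 1.77 in KO UUO, against 0.51 and 0.56 in WT UUO, and the male-biased score is lower where the female share is higher.

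The comparison of KO UUO with KO sham asks how kidneys labelled ACSS2 KO respond to obstruction. It uses the same 2 KO UUO libraries, 1 of which held Acss2 at 112 CPM. Macrophage, IL-1 pathway and tubular injury lists rose, as they did in WT kidneys. The tubular injury gene Havcr1 rose by a log2 fold change of 6.60 ± 0.44 (5.96 without KO UUO replicate 1), the injury keratin Krt20 by 6.57 ± 0.25 (adjusted p = 5.39e-08), and Timp1 by 6.10 ± 0.24. Il1b rose by 2.49 ± 0.36 (n = 2 and 3, adjusted p = 0.000314), Il1r1 by 0.86 ± 0.16 and Ccl2 by 5.02 ± 0.21. The fatty acid oxidation regulator Ppara fell by 3.07 on the log2 scale (SE 0.23). In total 2062 genes were higher and 667 lower. The split was 2510 and 417 with library sizes alone as scaling, which shifted the median gene by 0.205. Against a log2 fold change of 1, 1297 genes passed.

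Matrix genes were higher in 37 of 39 members, with Col1a1 at 3.82 ± 0.19, Fn1 at 2.66 ± 0.14 and Acta2 at 1.02 ± 0.17 (camera adjusted p = 1.01e-19, adjusted p = 0.0699 with an estimated correlation). IL-1 pathway genes (28 of 37 higher), macrophage markers (23 of 24 higher and Mertk lower), M1 type genes (12 of 15) and M2 type genes (9 of 12) passed camera. Senescence genes (18 of 27, 1 lower), tubular injury genes (21 of 23) and cytokines with their receptors (98 of 158, 10 lower) did as well. Adjusted over the list alone the counts of higher members were 29, 23, 13, 10, 18, 21 and 105. These 7 lists also passed with an estimated correlation, with adjusted p-values of 0.0197 to 0.0295. Examples were Cd68 (2.55 ± 0.16), Ctss (3.98 ± 0.12), Mrc1 (2.83 ± 0.14) and Vcam1 (4.54 ± 0.16). Lymphocyte markers rose in 20 of 24 members, with Ptprc at 2.23 ± 0.13 (camera adjusted p = 4.66e-09, adjusted p = 0.122 with an estimated correlation). Cell cycle genes rose in 29 of 30, with Top2a at 3.42 ± 0.29 (2.79 without KO UUO replicate 2) (camera adjusted p = 1.30e-12, adjusted p = 0.152 with an estimated correlation). Interferon response genes rose in 27 of 28, with Psmb8 at 2.65 ± 0.14 (camera adjusted p = 8.44e-11, adjusted p = 0.218 with an estimated correlation).

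Fatty acid oxidation genes fell in KO kidneys in 21 of 24 members, with Acaa2 at -1.34 ± 0.14 (camera adjusted p = 4.83e-09, adjusted p = 0.238 with an estimated correlation). Proximal tubule markers fell in 16 of 30, with Gatm at -1.76 ± 0.18 (camera adjusted p = 4.69e-07, adjusted p = 0.355 with an estimated correlation). Mitochondrially encoded genes fell in 9 of 13, with mt-Co3 at -1.19 ± 0.20 (camera adjusted p = 0.000113, adjusted p = 0.246 with an estimated correlation). Loop of Henle and distal tubule markers were lower in 8 of 18 and higher in 2, with Calb1 at -1.69 ± 0.13 (camera adjusted p = 0.00209, adjusted p = 0.150 with an estimated correlation). Collecting duct markers were lower in 11 of 18, with Aqp3 at -0.87 ± 0.09 (camera adjusted p = 0.000488, adjusted p = 0.122 with an estimated correlation). Clock genes were lower in 12 of 20, for example Nr1d2 (adjusted p = 7.55e-06), and higher in 2 (camera adjusted p = 0.000211, adjusted p = 0.0739 with an estimated correlation). Fatty acid and sterol synthesis genes did not fall as a list in KO kidneys (6 of 30 higher, 3 lower, camera adjusted p = 0.920, median -0.02, mean 0.05). The sterol synthesis enzyme Sqle was higher (0.96 ± 0.19), and Stard4 was lower (-0.59 ± 0.11). Adjusted over the list alone, 23 oxidation, 16 proximal tubule, 10 mitochondrial, 10 loop and distal tubule, 11 collecting duct and 13 clock genes were lower. Of the 327 genes higher in KO sham than in WT sham, 82 were lower and 43 higher in KO UUO than in KO sham, and both comparisons use the KO sham libraries. Among the lower ones were Aldh1a3 (-4.40 ± 0.37), Psca (-1.70 ± 0.18) and Hspa1b (-1.67 ± 0.24). Of the 18 papilla genes 12 were lower and 1 higher.

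The interaction asks where the response to UUO differs between genotypes, and 1261 genes passed, 516 with a more positive and 745 with a more negative response in KO (317 and 1258 with library sizes alone as scaling, a median shift of -0.216). With RLE scaling the split was 600 and 641, and with DESeq2 it was 632 and 695. The excess of more negative responses thus depended on the processing. The response of Il1b was smaller in KO kidneys (log2 difference -1.99 ± 0.54, adjusted p = 0.0280). This call was lost when any 1 of 6 libraries was left out, namely WT sham replicates 1 and 3, KO sham replicates 2 and 3, WT UUO replicate 1 and KO UUO replicate 1 (adjusted p = 0.0544 to 0.0822), while the difference itself stayed at -2.02 to -1.62. Il1r1 (-1.11 ± 0.23, adjusted p = 0.00833), Ccl2 (-1.77 ± 0.41, adjusted p = 0.0140), Nos2 (-1.66 ± 0.36, adjusted p = 0.0106), Cd68 (-1.45 ± 0.24, adjusted p = 0.00339) and Mrc1 (-1.03 ± 0.21, adjusted p = 0.00917) also responded less in KO. These differences include the gap between the sham groups, where Il1r1 was at 0.51 in KO against WT (adjusted p = 0.0826). In KO UUO against WT UUO the values were smaller, at -0.61 (Il1r1), -1.25 (Ccl2), -1.43 (Nos2), -0.87 (Cd68) and -0.80 (Mrc1). The responses of Fn1 (-0.44, adjusted p = 0.135), Col1a1 (-0.49, adjusted p = 0.216), Acta2 (-0.42, adjusted p = 0.243) and Trp53 (-0.36, adjusted p = 0.112) did not differ past the threshold. Without WT UUO replicate 2, Fn1 (-0.64, adjusted p = 0.0194) and Trp53 (-0.49, adjusted p = 0.0328) passed. The total was 701 without WT UUO replicate 1 and 1932 without WT UUO replicate 2, and 59 genes passed a test against a log2 difference of 1.

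In the interaction, fatty acid and sterol synthesis genes had a more positive response in KO in 17 of 30 members, 22 adjusted over the list alone, and fatty acid oxidation genes in 15 of 24, 18 adjusted over the list alone (camera adjusted p = 5.60e-10 for both, adjusted p = 0.0929 and adjusted p = 0.225 with an estimated correlation). The synthesis list was already lower in KO sham than in WT sham (median -0.48), and its median was 0.25 in KO UUO against WT UUO and 0.82 in the interaction. Proximal tubule markers did so in 15 of 30, 21 adjusted over the list alone (camera adjusted p = 4.84e-10, adjusted p = 0.237 with an estimated correlation), and loop and distal tubule markers in 11 of 18, 15 adjusted over the list alone (camera adjusted p = 3.50e-08, adjusted p = 0.0713 with an estimated correlation). So did mitochondrially encoded genes in 11 of 13, 12 adjusted over the list alone (camera adjusted p = 7.97e-09, adjusted p = 0.150 with an estimated correlation). IL-1 pathway genes had a more negative response in 18 of 37 members, 21 adjusted over the list alone (camera adjusted p = 5.60e-10, adjusted p = 0.0578 with an estimated correlation). Cytokines and receptors did so in 48 of 158, 58 adjusted over the list alone, with 2 more positive (camera adjusted p = 5.60e-10, adjusted p = 0.0888 with an estimated correlation). Macrophage markers had a more negative response in 14 of 24, 17 adjusted over the list alone (camera adjusted p = 1.12e-06, adjusted p = 0.0929 with an estimated correlation), and matrix genes in 19 of 39, 21 adjusted over the list alone (camera adjusted p = 3.93e-08, adjusted p = 0.225 with an estimated correlation). Urothelial (3 of 12), endothelial and mural (8 of 20) and immediate early and heat shock genes (17 of 22) also had a more negative response, with 5, 10 and 17 adjusted over the list alone. Their camera adjusted p-values were 0.00179, 0.000192 and 1.74e-07, and adjusted p = 0.237, adjusted p = 0.161 and adjusted p = 0.0888 with an estimated correlation. All of these lists were already higher in KO sham than in WT sham (medians 0.927, 0.292 and 0.503). In KO UUO against WT UUO the urothelial and the endothelial and mural lists did not pass (medians -0.087 and -0.039, camera adjusted p = 0.419 and 0.443). By camera, 0 lists passed in the interaction with an estimated correlation, where 9 of 28 lists had an unadjusted p under 0.05.

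Across all 16696 genes the responses to UUO in both genotypes, which share no library, were correlated (Pearson r = 0.858, Spearman rho = 0.816), with 81.1% of genes of the same sign. Genes are not independent replicates, so no p-value is given. The slope through the origin of the KO response on the WT response was 0.608, and that of the WT response on the KO response 1.226, so the KO response was smaller by either regression. Of the genes called in KO, 1976 of the 2062 higher and 471 of the 667 lower were called in the same direction in WT, where independent lists would share 423.1 and 78.8.

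**Figure D5:**
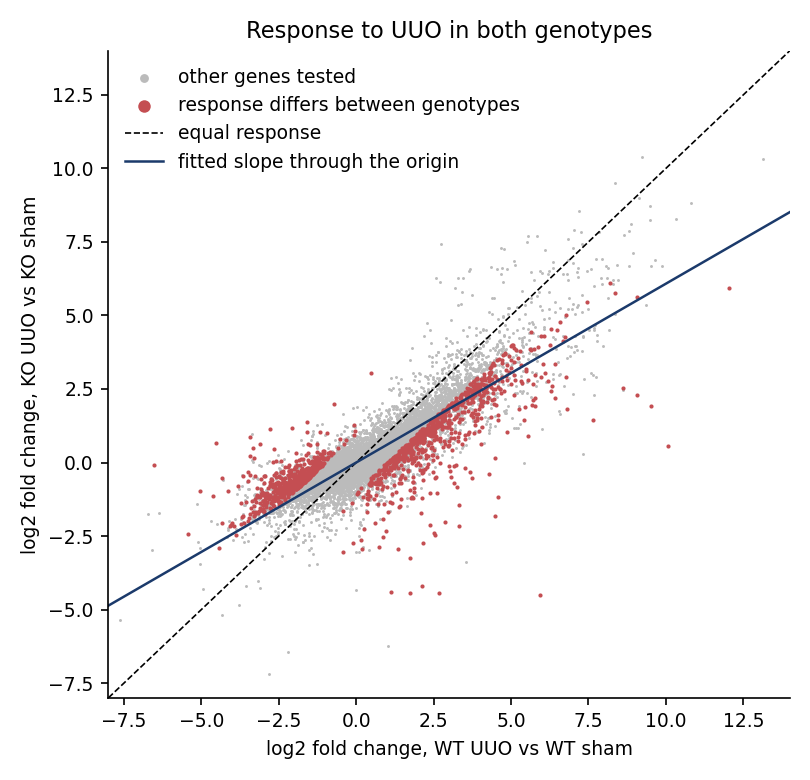
Log2 fold change after UUO in KO kidneys (vertical axis) against that in WT kidneys (horizontal axis) for each gene tested. Red points are genes whose response differs between genotypes, the dashed line marks equal responses and the blue line is the slope through the origin of 0.608.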

Values the study reported

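For RNA sequencing, the study stated random selection of frozen kidneys with n = 3 in each group. The read length it gave was 2×150 bp, with both ends of each fragment read.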

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

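The interaction was chosen before the data were examined, and the test of the unnamed loci was chosen after the other results were seen.

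The response to UUO differed between WT and KO kidneys in 1261 genes by the test of the interaction itself. Genes with a more positive response in KO were the transferrin receptor Tfrc (log2 difference 2.07 ± 0.16, adjusted p = 0.000210), the brush border peptidase Anpep (1.26 ± 0.11), the lipid transporter Mfsd2a (4.28 ± 0.40, adjusted p = 0.000373), Pnkd (1.16 ± 0.11) and the sodium channel subunit Scn4b (1.44 ± 0.14). Genes with a more negative response were the small GTPase Gem (-3.55 ± 0.25, adjusted p = 0.000188), Sytl2 (-1.78 ± 0.12), the diamine oxidase Aoc1 (-2.45 ± 0.19), Psca (-3.81 ± 0.30) and the tight junction gene Cldn4 (-1.91 ± 0.15). For Mfsd2a and Psca the difference included a starting level that was already different, since Mfsd2a was lower (-1.62 ± 0.23) and Psca higher (4.86 ± 0.20) in KO sham than in WT sham. Without the library labelled KO UUO replicate 2, 748 genes had a more positive and 970 a more negative response, and 433 and 680 of them were among the 516 and 745 of the fit with all libraries.

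Among the loci without a gene name, which the comparisons leave out, 164 of 1088 tested were higher and 228 lower in WT UUO than in WT sham.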

How the results depend on the processing

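Alternatives chosen after the data were seen were those with sex, the female share or the unnamed loci. Directions held for all named genes in each comparison under RLE, upper quartile and library-size scaling, no low count filter, DESeq2 and the fit of the compared groups alone (not run for the interaction). They held for the named genes that a stricter low count filter kept, which were 42 of 49, 45 of 54, 30 of 30, 33 of 37 and 22 of 23. All these fits use the same libraries, so this agreement in direction was largely fixed beforehand. For KO UUO against WT UUO, 51 of 54 named genes lost their call with only the groups compared in the fit. Against a log2 fold change of 1, 50 of 54 lost it. For the other results the cause was not tested. Without a fold minimum the calls rose to 10722 (WT UUO against WT sham), 3019 (KO UUO against WT UUO), 1055 (KO sham against WT sham), 7141 (KO UUO against KO sham) and 3370 (interaction), by construction. Against a log2 fold change of 1, glmTreat called 1 gene for KO UUO against WT UUO, 82 for KO sham against WT sham, 1297 for KO UUO against KO sham and 59 for the interaction. With only the groups compared in the fit, edgeR called 0 genes for KO UUO against WT UUO, with 3349 at an unadjusted p under 0.05, where DESeq2 called 264 higher and 312 lower. That fit has fewer samples to estimate spread, and its libraries varied more. Chi-square per degree of freedom between replicates was 35.8 in WT UUO and 38.4 in KO UUO, against 3.05 to 15.1 for sham pairs. The fit of all libraries shares 1 estimate of spread with the sham groups. Its p-values for KO UUO against WT UUO therefore do not measure the spread between UUO libraries alone. The list tests of this comparison used the same shared spread, and none was run on the UUO libraries alone. Over each replicate left out, where a lone UUO sample is assumed to vary like the other groups, calls ran from 372 to 1402 for KO UUO against WT UUO (without WT UUO replicate 1 and 2), from 218 to 330 for KO sham against WT sham (without WT sham replicate 3 and KO sham replicate 2) and from 701 to 1932 for the interaction (without WT UUO replicate 1 and 2).

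With an estimated correlation camera passed 5, 5, 0, 7 and 0 of 28 lists in these comparisons, in the order above, where 11, 10, 4, 11 and 9 had an unadjusted p under 0.05. For KO sham against WT sham fry passed 6 lists in 1 direction and 18 in either. The correlation of both UUO responses ran from 0.774 to 0.819 with a UUO replicate left out. The share of genes raised by UUO that were lower in KO UUO was 81.8% over all genes tested and ran from 86.1% to 95.3% with a UUO replicate left out. For genes lowered by UUO the opposite share was 77.3% over all genes, 92.0% over genes called in either genotype and 88.4% to 98.6% with a replicate left out. Acss2 in KO UUO against WT UUO was 0.03 without WT UUO replicate 2, 0.13 without KO UUO replicate 1 and -2.22 without KO UUO replicate 2. Against KO sham it was -0.56 without KO UUO replicate 2 and 1.78 without replicate 1. With the female share as a covariate Il1b in KO sham against WT sham was -0.07 (adjusted p = 0.961) and 302 genes passed. With sex as a covariate 5497, 1078, 449, 2895 and 1604 genes passed. With replicate block 264 genes passed for KO sham against WT sham, but sham libraries of the same number did not resemble each other (r of 0.006, 0.084 and 0.047 against -0.109 to 0.075 for others), so the numbers do not pair them. For the other comparisons no fit by replicate number was possible because the UUO columns carry no matching number, and the fit with sex as a covariate blocks the UUO libraries by sex instead. The interaction has no smaller set of groups to fit. At 14677643 to 16956302 counts, genes such as Il6, with 42 counts in all, could not be tested.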

Other observations

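The tests of a swap with WT UUO, of Gss, of reads crossing between libraries, of sex-biased genes and of papilla genes were chosen after the result was seen.

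Of the 327 genes higher in KO sham than in WT sham, 179 were also higher in WT UUO than in WT sham. Both comparisons use the WT sham libraries, which alone makes overlap more likely, and no value for lists without a true change was simulated. Of the 327 genes, 38 were higher in KO UUO than in WT UUO, where independent lists would share 7.7. Endothelial and mural markers went both ways after UUO in KO kidneys, with 7 of 20 higher and 7 lower, or 8 and 7 adjusted over the list alone (camera adjusted p = 0.532). Podocyte markers were lower there in 7 of 12 and higher in 2, with the podocyte foot process gene Clic5 among the lower ones (camera adjusted p = 0.0288, adjusted p = 0.447 with an estimated correlation). Urothelial genes, raised in 12 of 12 by UUO in WT, were higher in 4 of 12 and lower in 2 by UUO in KO (camera adjusted p = 0.278), with 5 and 2 adjusted over the list alone.

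Acss2 was at 112 CPM in the library labelled KO UUO replicate 2, against 21.9 CPM in replicate 1 and at most 33.0 CPM in KO sham. For a swap with a WT UUO library, the lowest WT UUO library held 2 times the highest KO sham level. That value rests on 1 library, WT UUO replicate 1 at 65.9 CPM, which lies below KO UUO replicate 2. It therefore cannot decide on a swap if a knockout can be incomplete. Counts from the overlapping Gss were argued against, because Gss in replicate 2 was 0.94 times that in replicate 1. A wrong label or incomplete knockout in this library may be the source and cannot be told apart from a true KO by other genes, since 62.5% of 16 genes lower in KO sham lay nearer to replicate 1 than to the WT UUO mean, against 55.8% of other genes (Fisher's exact p = 0.626). Without this library 442 genes were higher and 487 lower in KO UUO than in WT UUO, 249 and 318 of them shared with the fit of all libraries, and no biological explanation was tested.

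Each sham library held both Xist and Y-linked counts. The highest sham level of the obstruction genes Havcr1 and Lcn2 was 0.95% and 2.38% of the UUO mean, below the lowest female share of 9.60%. This argues against reads crossing from UUO into sham libraries. Since these genes are low in all sham libraries, they could not show crossing among sham libraries, which was not tested. Over the 6 sham libraries 9 male-biased kidney genes fell with the female share (Pearson r = -0.96, exact permutation p = 0.00833, Spearman rho = -0.943, exact permutation p = 0.0167, r = -0.781 without the 2 farthest libraries). For 4 female-biased genes the values were r = 0.774 (exact permutation p = 0.0639), rho = 0.771 (exact permutation p = 0.103) and r = 0.484 without those libraries. Within each genotype, with only 3 libraries each, both sets of genes followed the female share (r = -0.995 and -0.995 for male-biased, 0.994 and 0.992 for female-biased genes). Adjusted over the 4 relations tested over all 6 libraries, the p-values were 0.0333 and 0.0333 for male-biased and 0.0852 and 0.103 for female-biased genes. Tissue of female and male animals in the same sham library is a candidate explanation, and sex of the animals stays untested as a biological one.

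Papilla genes were higher in KO sham in 17 of 18 members. A larger share of inner medulla and papilla in the KO sham tissue may account for this, as 4 further papilla genes had a median log2 fold change of 0.936 (3 of 4 higher), but this set was chosen after the calls were seen and 1 of its genes is also in the list of 18. Of these 4 genes, 3 were also higher and 1 lower in WT UUO than in WT sham (median 1.035). Of the list of 18, 8 were higher and 4 lower there (median 0.801). A rise of these genes alone therefore cannot show a larger papilla share. A response to tonicity in these kidneys cannot be told apart from a larger papilla share either. The 5 osmotic genes outside the list of 18 had a median of 0.698 in KO sham against WT sham, and papilla tissue itself carries such genes. A difference in the share of female tissue was argued against by a median of 2.827 with that share as a covariate, against 2.623 without. The 6 sham libraries allow 10 splits, too few for a share under 0.05, and the real split called 344 genes, against 0 for the highest other split by edgeR.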
